# Effects of Eggshell Membrane on Keratinocyte Differentiation and Skin Aging In Vitro and In Vivo

**DOI:** 10.3390/nu13072144

**Published:** 2021-06-22

**Authors:** Kyohei Furukawa, Masaya Kono, Tetsuro Kataoka, Yukio Hasebe, Huijuan Jia, Hisanori Kato

**Keywords:** eggshell membrane, keratinocyte differentiation, TRPV, skin aging, skin thickness

## Abstract

Skin aging is one of the hallmarks of the aging process that causes physiological and morphological changes. Recently, several nutritional studies were conducted to delay or suppress the aging process. This study investigated whether nutritional supplementation of the eggshell membrane (ESM) has a beneficial effect on maintaining skin health and improving the skin aging process in vitro using neonatal normal human epidermal keratinocytes (NHEK-Neo) and in vivo using interleukin-10 knockout (IL-10 KO) mice. In NHEK-Neo cells, 1 mg/mL of enzymatically hydrolyzed ESM (eESM) upregulated the expression of keratinocyte differentiation markers, including keratin 1, filaggrin and involucrin, and changed the keratinocyte morphology. In IL-10 KO mice, oral supplementation of 8% powdered-ESM (pESM) upregulated the expression of growth factors, including transforming growth factor β1, platelet-derived growth factor-β and connective tissue growth factor, and suppressed skin thinning. Furthermore, voltage-gated calcium channel, transient receptor potential cation channel subfamily V members were upregulated by eESM treatment in NHEK-Neo cells and pESM supplementation in IL-10 KO mice. Collectively, these data suggest that ESM has an important role in improving skin health and aging, possibly via upregulating calcium signaling.

## 1. Introduction

The aging population is increasing rapidly, especially in developed countries, and the global population aged over 60 is expected to increase by 22% in 2050 [1]. Aging affects cellular metabolism, physiology and function [2], increases disease morbidity and mortality [3] and decreases the health-related quality of life (HRQoL). Skin aging, one of the hallmarks of the aging process, leads to skin wrinkling, hair graying, scalp hair thinning/baldness, thin skin, etc. These physiological changes are caused by the accumulation of macromolecular damage, impairment of tissue renewal, loss of physiological function integrity [4]. Skin aging is mainly divided into two categories; chronological aging and photo-aging [5]. Chronological aging is occurred by internal factors (such as hormone levels, genotypes, etc.) and is hard to regulate, as these factors naturally change with age. On the contrary, photo-aging is altered by external factors, such as ultraviolet radiation, nutritional levels, chemical pollution; therefore, it can be delayed by interventions of balanced nutrition, functional bioactive compounds and skincare products [4,6].

Eggshell membrane (ESM) is a natural byproduct of egg processing and is usually discarded as industrial waste, resulting in environmental load. However, as ESM is rich in fibrous protein, collagen, hyaluronic acid, chondroitin sulfate and glucosamine [7], it is possible to utilize ESM as a functional bioactive compound in health science. Previous studies indicated that oral supplementation of ESM is safe and has an anti-inflammatory and anti-obese effect in rodents [8,9,10]. Given that inflammation is closely linked with skin health along with the fact that collagen peptides have a positive effect against skin aging [4], we hypothesized that ESM supplementation could improve skin aging and health.

Therefore, to test this hypothesis, this study investigated the effects of powdered as well as hydrolyzed ESM on skin-derived cells using neonatal normal human epidermal keratinocytes (NHEK-Neo). Then we tested the effect of powdered ESM in interleukin-10 knockout (IL-10 KO) mice. While IL-10 KO mice are used as model for inflammatory bowel disease, it is considered as one of the frail and fragility model since it developed osteopenia and hair loss, reduces bone formation and energy metabolism, and increase levels of several inflammatory cytokines [11,12,13,14]. We explored the role and possible mechanism of ESM in keratinocyte differentiation and improved skin health and aging, which could provide an effective and functional source of bioactive compounds to improve the HRQoL of older people.

## 2. Materials and Methods

### 2.1. Cell Culture

Neonatal Normal Human Epidermal Keratinocytes (NHEK-Neo) were purchased from LONZA Japan (Tokyo, Japan). The cells were cultured at 37 °C under 95% air/5% CO_2_ with KGM™ Gold Keratinocyte Growth Medium BulletKit™ (#00192060, LONZA), containing KBM™ Gold™ Basal Medium and KGM™ Gold™ SingleQuots™ supplements. The medium was replaced every 2 days during the experimental periods.

### 2.2. Determination of Cell Cytotoxicity

Cell cytotoxicity was determined using the lactate dehydrogenase (LDH) assay (#299-50601, Wako Pure Chemical Industries, Osaka, Japan). The cells were seeded onto Biocoat™ Collagen I 24-well plate (Corning Inc., Corning, NY, USA) at 2.5 × 10^4^ cells/well and cultured for 2 days with KGM™ Gold Medium. The medium was replaced with KGM™ Gold Medium containing either powdered ESM (pESM; 0.1, 0.5 or 1 mg/mL), alkaline (sodium hydroxide)-hydrolyzed ESM (hESM; 1, 2 or 3 mg/mL), enzymatically-hydrolyzed ESM (eESM; 1, 2 or 3 mg/mL) or 0.2% Tween-20 (positive control). In the preparation of eESM, pESM was treated with 5.5 mg/g sodium metabisulfite for 8–10 h and heated at 90 °C for 6 h, then hydrolyzed with 3.6 mg/g papain at 60 °C for 3 h. The three types of ESMs were obtained from ALMADO Inc. (Tokyo, Japan). The amino acid compositions of each ESM are shown in Table S1. The plates were then incubated at 37 °C for 24 h, the medium was collected into 1.5 mL tubes and cellular LDH was also collected with the medium containing 1% Tween-20. The five times diluted samples were used for the LDH assay. The assay was performed according to the manufacturer’s instructions, and the absorbance (Ab) was measured at 560 nm using a spectrophotometer (Thermo Scientific, Waltham, MA, USA). The cytotoxicity was calculated using the following formula.

Cytotoxicity (%) = (Abs in medium)/(Abs in medium + Abs in cells) × 100

### 2.3. Morphological Changes

The cells were seeded onto Biocoat™ Collagen I 100-mm dish (Corning Inc., Corning, NY, USA) at 2.0 × 10^5^ cells/dish and cultured for 1 day. The medium was replaced with pESM, hESM or eESM containing medium at 2 days’ interval and cultured for 4 days. The morphological changes were recorded by monitoring the cells by a microscope (Leica Microsystems GmbH, Wetzlar, Germany).

### 2.4. Animal Experiment

Male B6.129P2-IL-10<tm1Cgn>/J mice and female C57BL/6J mice were purchased from The Jackson Laboratory and Charles River Japan, respectively. Female IL-10-Hetero KO mice (F1) obtained by mating the two aforementioned mice were further mated with male IL-10-Homo KO mice (F1). The male IL-10-Homo KO mice (F2, KO) were used in this study. The mice were individually housed in cages in a temperature-controlled (23 ± 2 °C), 12 h light-dark cycle environment. Four-week-old KO and C57BL/6J (WT) mice were fed an AIN-93-based diet or an 8% pESM-supplemented diet (KOE) for 28 weeks. The diet composition is shown in Table 1, which is the same as that reported in a previous study [8]. After the experimental period, the back skin was collected under deep anesthesia with isoflurane, removed the dermal white adipose tissue from collected skin sample, and stored at −80 °C until further analysis.

### 2.5. Morphological Analysis

Hematoxylin and eosin (H&E) staining and Fontana-Masson staining were carried out to evaluate skin thickness and melanin content in the back skin samples of mice, respectively. For H&E staining, the optimal cutting temperature (OCT) compound (Sakura Finetek, Torrance, CA, USA) embedded 5-µm-thick sliced sections were used. The stained sections were then decolorized with ethanol and enclosed using Mount-Quick (Daido Sangyo, Tokyo, Japan). Tissue images were obtained using light microscopy (Olympus BX51 microscope, Olympus Optical, Tokyo, Japan), and the thickness (total of epidermis and dermis) was measured randomly at six different parts of each skin sample.

For Fontana-Masson Staining, the frozen sections were reacted with Fontana ammonia silver aqueous under shading conditions overnight at room temperature. After washing using distilled water, the sections were reacted with 0.2% gold chloride aqueous and fixing solution for 5 s and 1 min, respectively. Subsequently, the sections were washed with distilled water and reacted with Kernechtrot solution to stain nuclei. After washing, the sections were enclosed, and tissue images were obtained as described for the H&E staining.

### 2.6. RNA Extraction from Cell and Tissue Samples

RNA extraction from cell sample was performed using Nucleospin^®^ RNA plus kit (Takara Bio Inc., Shiga, Japan). The cells were seeded onto a Biocoat™ Collagen I 6-well plate (Corning Inc., Corning, NY, USA) and cultured for 1 day. Then, the medium was replaced with different types of ESM-containing media and cultured until 80–90% confluence.

RNA extraction from animal samples was carried out with Nucleospin^®^ RNA (Takara Bio Inc., Shiga, Japan). In the animal experiment, the frozen skin sample was crushed with a cool mill (AS ONE, Osaka, Japan), which was cooled in liquid nitrogen before use. Crushed samples were homogenized with 1 mL of TRIzol reagent, and then 200 µL of chloroform was added. The mixture was centrifuged at 12,000× *g*, 4 °C for 15 min, and the supernatant was mixed with Nucleospin^®^ RNA RA1 buffer and ethanol. Further experimental procedures were per the manufacturer’s instructions.

Total RNA content was measured with NanoDrop ND-1000 (Thermo Scientific, Waltham, MA, USA). For DNA microarray analysis, RNA quality was checked by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and all samples were confirmed to have an RNA integrity number of more than 6.0.

### 2.7. DNA Microarray Analysis

In total, 100 ng pooled RNA isolated from NHEK-Neo and 250 ng of pooled RNA isolated from mouse skin samples were used for microarray analysis with Clariom™ S Array, human and Affymetrix Genechip™ Mouse Genome 430 2.0 Array(Applied Biosystems™, Waltham, MA, USA), respectively. RNA samples derived from cells and mice were reverse-transcribed to single-strand cDNA using Genechip™ WT Amplification Kit (Affymetrix) and Genechip™ 3′ IVT Express Kit (Thermo Scientific, Waltham, MA, USA), respectively. The synthesis of double-strand cDNA and cRNA was performed according to the manufacturer’s instructions. The cRNA samples were hybridized onto the array chip at 45 °C for 16 h and stained with streptavidin-phycoerythrin using GeneChip™ Fluidics Station 450 (Applied Biosystems™). The image data was detected with GeneChip™ Scanner 3000 (Affymetrix).

The data were converted to CEL file format using Affymetrix GeneChip^®^ Command Console. In the cell experiment, the data were normalized with Transcriptome Analysis Console. The numerical conversion and the normalization of the animal experiment data were performed using R ver. 3.5.1 and Affymetrix Microarray Analysis Suite 5 (Affymetrix), respectively. The cut-off condition was set up as |Fold change| ≥ 2 in the cell experiment, and |Fold change| ≥ 1.5 and signal intensity ≥ 40 in the animal experiment. The gene sets satisfying these cut-off conditions were further subject to an ingenuity pathway analysis software (IPA, http://www.ingenuity.com/, date accessed: 29 September 2020) for the bioinformatics analysis including canonical pathway analysis, disease and function analysis and upstream analysis.

### 2.8. Real-Time Reverse Transcription-Polymerase Chain Reaction (Real Time RT-PCR)

To validate the microarray data, the expression of some selected genes was measured using real-time RT-PCR. RNA samples derived from the cells and mice were reverse-transcribed to cDNA using Primescript™ RT Master Mix (Takara Bio Inc.), according to the manufacturer’s instructions. The cDNA was then mixed with appropriate primers and SYBR^®^ Premix Ex Taq™ (Takara Bio Inc.), and real time RT-PCR was performed using the Thermal Cycler Dice Real Time System TP800 (Takara Bio Inc.). The primer sequences are shown in Table S2. The obtained data were normalized with B2M (Human Housekeeping Gene Primer Set, #3790, Takara Bio Inc.) and *Gapdh* in the cell and animal experiments, respectively. The results are expressed as fold-change values compared with the control or WT group.

### 2.9. Statistical Analysis

Results are expressed as the mean ± standard error. All data were analyzed with one-way analysis of variance (ANOVA), followed by a Tukey’s test, and *p*-value < 0.05 was considered to indicate statistical significance.

## 3. Results

### 3.1. Effects of Different Types of ESM on Cytotoxicity and Cell Morphology

As pESM contains 91~94% indigestible protein and approximately 46% of them are digested and absorbed in the digestive tract [8], we tested the effects of three types of ESM, pESM, hESM and eESM, on cytotoxicity and cell morphology in cell culture experiments. As shown in Figure 1a, the cytotoxicity based on LDH assay was not increased by three types of ESM in the tested concentrations. However, the value was significantly decreased by 1 mg/mL of pESM, 2 and 3 mg/mL of hESM, and 1–3 mg/mL of eESM in NHEK-neo cells. Therefore, we selected 1 mg/mL supplementation for subsequent experiments in the hESM and eESM groups. In the pESM group, we chose 0.1 mg/mL supplementation, as the insoluble materials disturbed the cell observation when the medium was supplemented with 1 mg/mL pESM.

Figure 1b shows the time course of morphological changes in ESMs supplemented NHEK-Neo cells. pESM and hESM altered the cell morphology neither on Day 1 nor 4 compared with the control group. Notably, eESM-treated cells showed the flattening-like changes on Day 4 of treatment. These results suggested eESM might promote cell differentiation in NHEK-Neo cells.

### 3.2. Microarray Analysis in Cell Culture Experiments

We carried out DNA microarray analysis to further investigate the mechanism underlying eESM-induced cell differentiation in NHEK-Neo cells. As shown in Figure 2a, the expression of many genes was altered by eESM supplementation (1289 increased and 1330 decreased) compared with the control group. To clarify the positive effect of eESM, we uploaded the altered genes to IPA. Previous studies indicated that keratinocyte differentiation is accompanied by the decreases in the synthesis of nucleotide and protein [15,16]. A similar trend was also observed in our microarray analysis. As illustrated in Figure 2b, the canonical pathway analysis indicated that the pathway related to cell cycle and nucleotide biosynthesis such as “Cell Cycle Control of Chromosomal Replication”, “Purine Nucleotide De Novo Biosynthesis II” and “Cyclins and Cell Cycle Regulation” were downregulated by eESM.

Furthermore, disease and function analysis identified that “Differentiation of Skin” and “Formation of Skin” were upregulated (Figure 2c). Since both of these pathways included similar gene sets, we focused on “Formation of Skin,” which contained many gene sets. The major gene list is shown in Table 2. Notably, eESM upregulated the differentiation markers of keratinocytes such as involucrin (*IVL*), filaggrin (*FLG*) and keratin 1 (*KRT1*). Then, we carried out real time RT-PCR analysis to further evaluate the differentiation markers in ESM-treated keratinocytes. As shown in Figure 2d, gene markers of the basal layer, *KRT5* and *KRT14,* were not altered by any ESM supplementation. However, levels of markers of the spinous layer, *KRT1*, *KRT10* and *IVL*, were significantly increased by eESM supplementation compared to the control group, consistent with the results of microarray analysis. Additionally, hESM significantly increased the expression of these genes, while the increments were significantly lower than those in the eESM group. On the contrary, pESM treatment did not show significant changes in the expression of these genes (*p* > 0.10). The expression level of the marker of granular keratinocytes *FLG* was significantly increased by eESM supplementation, consistent with the microarray data. The expression of *FLG* was also significantly increased by pESM but not hESM (*p* > 0.10).

Moreover, in the microarray data, eESM upregulated Kallikrein-related peptidase (*KLK*)*-5* and *-7* and serine protease inhibitor kazal type (*SPINK*)*-5* expression (Table 2), which are inducible in epidermal keratinocytes during cell differentiation. Similar results were observed in real-time RT-PCR analysis, while these increments were not observed in pESM or hESM-treated cells (*p* > 0.10, Figure 2e). These lines of data indicated that eESM supplementation induced cell differentiation.

### 3.3. Possible Involvement of Calcium Signaling in eESM-Induced Keratinocyte Differentiation

Microarray analysis indicated that *DSG1* and *CTSV* were upregulated by eESM supplementation (Table 2), and similar results were obtained by real-time RT-PCR (Figure 2e). These genes are related to keratinocyte differentiation, skin disease and calcium binding. Since the keratinocyte differentiation is triggered by extracellular calcium ion or calcium signaling [15,16], we investigated the gene expression of the transient receptor potential (TRP) channel families TRPV3, TRPV4 and TRPV6. As shown in Figure 2f, *TRPV3* expression was significantly increased by eESM supplementation compared with the control group, while no significant differences were observed in pESM- or hESM-treated cells. *TRPV4* and *TRPV6* levels were not altered by any ESM supplementation.

### 3.4. Effects of pESM Supplementation on Skin Aging in IL-10 KO Mice

We next investigated whether pESM supplementation could ameliorate skin aging in IL-10 KO mice. As shown in Figure 3a,b, skin thickness evaluated by H&E staining was significantly decreased in IL-10 KO mice compared with WT mice. Notably, pESM supplementation significantly improved the value near to that in WT mice. Even though the decline of melanin formation is considered to associate with the pathogenesis of silver hair, Fontana-Masson staining showed no obvious changes in response to IL-10 KO and ESM supplementation (Figure 3a). These results indicated that oral supplementation of ESM ameliorated skin thinning in IL-10 KO mice.

### 3.5. Microarray Analysis in pESM-Supplemented IL-10 KO Mice

We performed the microarray analysis to investigate the molecular mechanism of pESM’s effects in IL-10 KO mice. 

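RNA from the back skin of WT mice, IL-10 KO mice (KO) and IL-10 KO mice given a diet with 8% pESM (KOE) was measured on 3 Affymetrix mouse expression arrays, 1 array of pooled RNA per group. The groups held 5 WT, 7 KO and 6 KOE mice, fed for 28 weeks from an age of 4 weeks, and which of them entered each pool is not given in the sources used here. Il10, the gene altered in the KO mice, had a probe set signal of 17.0 in WT, 679.9 in KO and 401 in KOE. What this probe set reads of the altered allele was not tested, so the signal does not check the knockout. The dermal genes Dcn and Lum, which encode proteoglycans that bind collagen, differed little between the groups. Dcn had signals of 32743 in WT, 32111 in KO and 30539 in KOE, and Lum of 22084, 19751 and 17475. The list of collagen processing and dermal matrix genes that holds both did differ. Of its 47 measured genes, 18 were lower in KO than in WT past the cut-off described below and 3 were higher. The median log2 fold change was −0.43, or −0.16 after scaling to a common median.

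The authors deposited signal intensities on a linear scale from the Affymetrix Microarray Analysis Suite, in which the 2% trimmed mean of each array is 500. Each array holds 45101 probe sets, of which 64 control probe sets were left out here. A signal of at least 40, the lower limit in the paper's cut-off, was reached by 30769 probe sets in WT, 29390 in KO and 31298 in KOE, and the median signal over all probe sets was 116, 96.6 and 108. Fold changes were taken from the deposited signals, and a probe set was counted as past the cut-off when it differed by at least 1.5-fold and reached 40 in at least 1 of the 2 arrays. The methods do not name the array that must reach 40. Of the probe sets, 34945 have 1 gene in the platform annotation used here, 932 have several and 9160 are unnamed here, and a gene was read from its probe set with the highest mean signal. Where all probe sets of a gene were averaged instead, the mean of their log2 signals was taken. Weak probe sets weigh as much as strong ones in that mean.

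With 1 array per group no difference has a replicate check, and no test across mice could be made. As a measure of technical spread, the log2 fold changes of different probe sets of 1 gene differed with an SD of 0.35 for KO vs. WT and 0.28 for KOE vs. KO, over 6055 genes. Directions given for the pools therefore describe these arrays, not the mice within each group.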

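Genes of the growing hair follicle differed most between the KO and WT arrays. Krt25 and Krt27, keratins of the inner root sheath, had signals of 31928 and 21299.9 in WT against 51.5 and 60.7 in KO. Krtap8-1, a matrix protein of the hair shaft, had 24756 in WT and 63.2 in KO. Of 47 measured genes of the hair shaft and inner root sheath, 44 were lower in KO past the cut-off and none was higher, with a median log2 fold change of −7.31 (−7.06 when signals under 40 were set to 40). Melanocyte genes were also lower, 12 of 14 with none higher, among them Tyrp1 and Pmel, which act in pigment formation, with signals of 3125 and 3117 in WT and 127 and 129 in KO.

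Genes of dividing cells and of muscle lay in the same direction. Of 40 cell cycle genes, 23 were lower in KO and none was higher, and Mki67, a marker of dividing cells, had a signal of 3264 in WT and 1163 in KO. Of 32 skeletal muscle genes, 27 were lower and 2 were higher, and Myh4, a myosin heavy chain of fast fibers, had 4309 in WT and 217 in KO. The adipocyte hormone gene Adipoq had 2194 in WT and 296 in KO.

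The genes with the highest ratios of KO to WT included Ttr, which encodes transthyretin, with 41.9 in WT and 1081 in KO at the probe set with the highest ratio among those with at least 40 in both arrays, and Il22ra2, a soluble receptor that binds IL-22, with 462 and 8229.6. The chemokine gene Cxcl13 was 9.31-fold higher in KO, the immediate early gene Nr4a1 was 7.24-fold higher, and Lcn2, an antibacterial lipocalin, was 6.15-fold higher.

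In all, 3413 probe sets were higher and 6529 were lower in KO than in WT, and with a signal of at least 40 in both arrays 2229 were higher and 4091 were lower. The split depended on scaling. As deposited, 34.3% of the probe sets past the cut-off were higher in KO, against 63.8% after scaling to a common median, which adds 0.27 to every log2 fold change, 51.5% after quantile normalization and 46.6% after cyclic loess normalization. The lists of hair and melanocyte genes were lower under each of these.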

The data indicated that 2232 and 1567 probe sets were upregulated and downregulated in IL-10 KO mice compared to the WT group, respectively. Here, pESM supplementation upregulated 2067 probe sets and downregulated 195 probe sets. 

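Among genes with at least 40 in both arrays, S100a7l2, an S100 protein gene, had the highest ratio of KOE to KO, with a signal of 54.5 in KO and 2914 in KOE against 4626 in WT. Several skeletal muscle genes followed among the 10 highest. Myh4 had a signal of 217 in KO and 3926 in KOE, and Myl1, a myosin light chain, had 411 and 5735. Pvalb, a calcium-binding protein of fast muscle, was 7.59-fold higher and Mb, myoglobin, 6.96-fold higher. Of 32 muscle genes, 28 were higher in KOE past the cut-off and none was lower, with a median log2 fold change of 1.95. The neuropeptide gene Gal, also among the 10 highest, had 70.5 in KO and 780 in KOE.

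Genes with the lowest ratios of KOE to KO included several that were among the highest in KO against WT. Cxcl13 had 1481 in KO and 266 in KOE, Nr4a1 had 3580.3 and 948, and Epgn, a ligand of the epidermal growth factor receptor, had 2801 and 702. Ptgs2, which encodes the inducible cyclooxygenase, had 291 in KO and 83.6 in KOE. Of the 47 hair shaft and inner root sheath genes, 45 were lower in KOE than in WT.

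In all, 4710 probe sets were higher and 1932 were lower in KOE than in KO, and 2065 and 985 with at least 40 in both arrays. Of the 6529 probe sets lower in KO than in WT, 2180 were higher in KOE than in KO, where independent lists of these sizes would share 682.8. Of the 3413 higher in KO than in WT, 845 were lower in KOE than in KO, against 146.4 for independent lists. These overlaps were 1044 and 366 with at least 40 in both arrays, and 1281 and 1800.0 after median scaling, which turns their order. The single KO array enters both comparisons and cannot be split, so its noise alone turns the 2 comparisons in opposite directions. Over 27228 probe sets with at least 40 in all arrays, the log2 fold changes of the 2 comparisons had a correlation across probe sets of −0.47 and a covariance of −0.103, against −0.49 and −0.0394 in simulated arrays that differ by noise alone. Probe sets are not independent replicates. The share of higher among called probe sets was 70.9% as deposited, 51.3% after median scaling, 50.0% after quantile normalization and 49.6% after cyclic loess normalization.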

Then, we performed further analysis of the altered genes using IPA software. As shown in Figure 4a, in the comparison between the WT and KO groups, the inflammation-related pathways were upregulated in the KO group, such as “p38 MAPK Signaling”, “Toll-like Receptor Signaling”, “Acute Phase Response Signaling” and “NF-κβ Signaling”. However, in comparison between the KO and KOE groups, these pathways were not listed up. 

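Inflammatory genes past the cut-off were more often higher than lower in the KO pool compared with the WT pool. Of 49 measured genes of Toll-like receptor and NF-κB signaling, 14 were higher in KO past the cut-off and 1 was lower. Tlr4, the receptor for bacterial lipopolysaccharide, had a signal of 193 in WT and 513 in KO at its strongest probe set, though it was lower in KO when all its probe sets were averaged. Rel, a subunit of NF-κB, had 42.5 and 177, and Nfkbia, an inhibitor that NF-κB itself induces, had 7915 and 15063. Tab2 and Tnfrsf1a, also among the strongest signals of the list, were 1.02- and 1.38-fold those in WT.

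Of 32 acute phase genes, 19 were higher and 3 were lower, with a median log2 fold change of 0.95, or 0.59 when signals under 40 were set to 40. All 32 reached 40 in KO and 21 did in WT. The list was not split into genes that rise and genes that fall in an acute phase response. Its counts therefore give directions on the arrays and do not measure that response. Orm1, an acute phase glycoprotein, had 4722 in WT and 10594 in KO, and Lcn2 had 209 and 1282. Hp, which encodes haptoglobin, went the other way, with 2724 in WT and 249 in KO. Of 39 cytokines and chemokines, 18 were higher and 4 were lower. Ccl11, which attracts eosinophils, had 210.4 in WT and 655 in KO, while Ccl8, the strongest signal of this list, had 10459 and 6967, a difference under the cut-off after median scaling. Immediate early and heat shock genes, which respond quickly to stress and handling of tissue and include Dusp1, lay in the same direction, with 16 of 30 higher in KO and none lower. So did neutrophil and mast cell genes, 9 of 16 higher and 3 lower.

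Of 37 genes of p38 MAPK signaling, 3 were higher and 1 was lower. Dusp1, a phosphatase that acts on p38, was 2.16-fold higher in KO, and Map3k5, a kinase upstream of p38, was 2.18-fold lower. The median of the acute phase list was above each of 10000 random lists matched on signal. So was that of the Toll-like receptor and NF-κB list, at 0.44, or 0.15 with signals under 40 set to 40. Both ranks are for the medians without that floor, and the floored medians were not ranked. Of random lists, 77.0% lay below the p38 median. After median scaling, 51.0% of the Toll-like receptor and NF-κB genes and 31.6% of the p38 genes were higher past the cut-off.

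**Figure D1:**
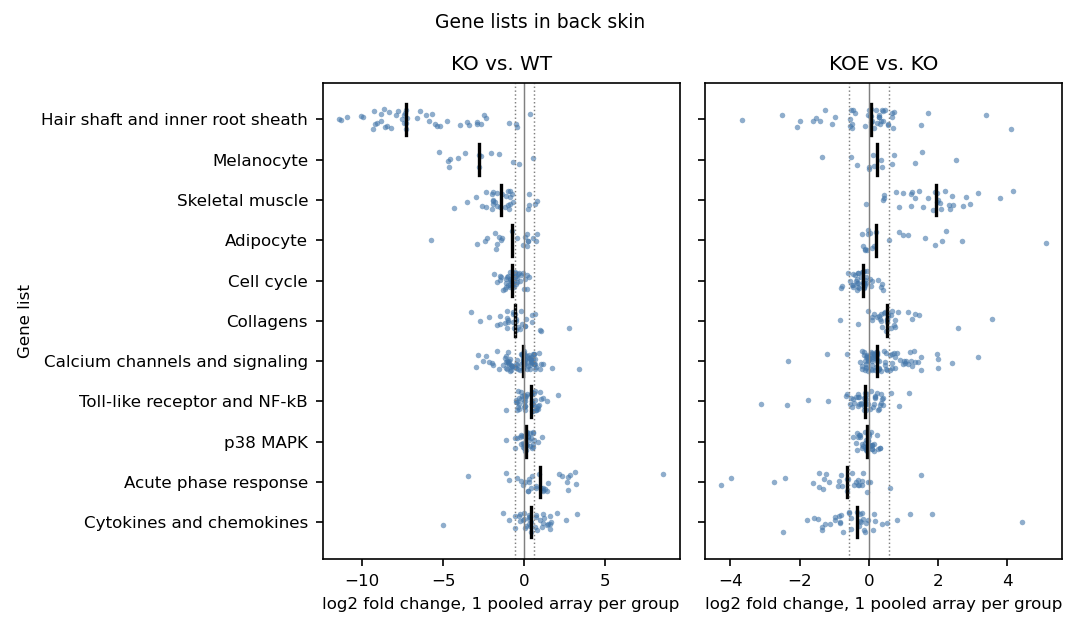
Log2 fold change of each measured gene of 11 gene lists, KO vs. WT on the left and KOE vs. KO on the right, from 1 array of pooled RNA per group. Each point is a gene, the black bar is the list's median, dotted lines mark 1.5-fold, and the horizontal axes differ in range. The hair genes lie far to the left in KO vs. WT, with a median of −7.31, and the muscle genes to the right in KOE vs. KO, with a median of 1.95.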

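Acute phase and chemokine genes past the cut-off were more often lower than higher in the KOE pool compared with the KO pool. Of 32 acute phase genes, 18 were lower and 2 were higher, with a median log2 fold change of −0.62, or −0.43 when signals under 40 were set to 40. All 32 reached 40 in KO and 22 did in KOE, so part of the lower count can come from signals under 40 in KOE. Alb, the albumin gene, had a signal of 334 in KO and 109 in KOE, and Orm1 was 1.51-fold lower, which was under the cut-off after quantile and cyclic loess normalization. Hp, 1 of the 2 higher, was 2.83-fold that in KO. Since the list was not split into genes that rise and genes that fall in an acute phase response, the lower count does not measure it. Of 39 cytokines and chemokines, 15 were lower and 4 were higher, and Ccl5, a chemokine for T cells, was among the latter with 48.5 in KO and 174 in KOE.

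Of 49 Toll-like receptor and NF-κB genes, 5 were lower and 3 were higher, with a median of −0.10 that lay above 0.24% of random lists matched on signal. Tlr4 had 228 in KOE at its strongest probe set but was higher in KOE than in KO when all its probe sets were averaged, while Nfkbia remained at 13699. Irak1, a kinase below the receptors, was 1.82-fold higher in KOE than in KO. None of 37 p38 genes was past the cut-off in either direction, and Dusp1 had 5840 in KOE against 8007 in KO. Of 30 immediate early and heat shock genes, 9 were lower in KOE and none was higher. Immune cell genes were counted by cell type, and differences between the types were not tested. Neutrophil and mast cell genes lay lower in KOE, 10 of 16 with 1 higher. Of 31 macrophage, monocyte and dendritic cell genes, 9 were lower, 1 was higher and 21 were not past the cut-off, with a median of −0.32. Of 22 T and natural killer cell genes, 2 were higher and 2 were lower, with a median log2 fold change of 0.02. That median turned to −0.27 after median scaling, −0.16 after quantile and −0.14 after cyclic loess normalization. Of 12 B and plasma cell genes, 2 were higher and none was lower. After median scaling, 22.4% of the Toll-like receptor and NF-κB genes were lower past the cut-off, and with the mean of all probe sets of a gene 10.8% of the p38 genes were higher.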

As shown in Figure 4b, pESM supplementation upregulated “Calcium Signaling”, which is consistent with the results of in vitro study. 

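Calcium genes were more often higher than lower in the KOE pool compared with the KO pool, and those of muscle differed most. Of 87 measured genes for calcium channels, calcium pumps and calcium-dependent signaling, 27 were higher in KOE past the cut-off and 3 were lower, with a median log2 fold change of 0.23. Casq1, which stores calcium in the sarcoplasmic reticulum of muscle, had a signal of 85.3 in KO and 451 in KOE. Atp2a1, the calcium pump of fast muscle, had 459 and 1097. The strongest signals of the list were nearly equal in both pools. Calr, a calcium-binding chaperone, was 0.94-fold, Atp2a2, a calcium pump of many cell types, 1.07-fold and Micu2, a regulator of mitochondrial calcium uptake, 0.93-fold that in KO.

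The list holds 19 measured genes taken as muscle genes, of which 12 were higher in KOE and none was lower, with a median log2 fold change of 0.98. Of the other 68 genes, 15 were higher and 3 were lower, with a median of 0.16, which was above 99.7% of random lists matched on signal and was −0.00 after median scaling. The calcium list also holds genes that the study chose on these arrays, such as Trpv6 of Table 3, so this rank is not independent of that choice. Skeletal muscle genes outside the calcium list had a median of 1.95. With 40 added to every signal, 19.5% of the calcium genes were higher past the cut-off, against 31.0% without. From the pathway analysis of probe sets past its cut-off, the paper states that pESM supplementation raised Calcium Signaling. The paper relates this to the results of its keratinocyte experiment.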

The list of the major genes is shown in Table 3. In this case, pESM supplementation upregulated calcium ion channel-related genes, and *Trpv6* is also listed in the gene list. 

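Of the 13 genes of Table 3, 11 have a probe set named here, and 9 of these were higher in KOE than in KO past the cut-off and none was lower. After median scaling 5 were higher, after quantile normalization 6 and after cyclic loess normalization 7. The study chose them on these arrays, so their direction is not independent evidence. Trpv6, a calcium-selective channel, had a signal of 360.2 in WT, 49.3 in KO and 84.1 in KOE, so that it was 1.70-fold higher in KOE than in KO and 4.29-fold lower than in WT. Cacna1g, a T-type calcium channel, had 88.1 in KO and 146 in KOE. Camk1d, a calmodulin-dependent kinase, had 251 and 439, and Camk2a, another such kinase, had 161 and 259. Prkacb and Prkar2b, subunits of protein kinase A, were each 1.18-fold that in KO at the probe set with the highest signal.

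Several of the channel genes lie near the lower limit of 40. Cacna1g and Camk2a were under the cut-off after median scaling and Trpv6 after quantile normalization. Cacna1d and Prkar1b, a subunit of protein kinase A, were under it after each of the 3 scalings. Cacna1a had 41.3 in KO and 77.4 in KOE, and Cacna1d had 59.2 and 94.0 at a cross-hybridizing probe set, its other one being under 40. Averaged on the log2 scale over all probe sets of the gene, several of them under 40, the ratio of KOE to KO was 0.83 for Cacna1a and 0.31 for Cacna1d. These 2 ratios rest on weak probe sets, such as that of Cacna1d with 34.0 in KO and 2.06 in KOE. The ratio also fell for Camk1d, to 1.41, and Prkar1b, to 1.08. It rose for Camk2a, to 3.11, Prkacb, to 1.85, and Prkar2b, to 1.34. Creb3l4, a transcription factor related to CREB, had 48.6 and 102. Against WT, the list had a median log2 fold change of −0.85 in KO and −0.10 in KOE, the latter above 0 after median scaling and after quantile normalization.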

Real time RT-PCR analysis showed a similar tendency, while the expression levels were not significant (Figure 4d). Other TRPVs, *Trpv3* and *Trpv4*, were also upregulated two-fold compared to the KO group; however, the increments did not reach statistical significance. The expression levels of these three genes were significantly lower in the KO and KOE groups compared with the WT group.

Furthermore, pESM supplementation upregulated “GP6 Signaling” (Figure 4b), which has a crucial role in collagen synthesis. 

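Collagen genes were higher in the KOE pool than in the KO pool as a group, while the other genes of GP6 signaling were not. Of 33 measured collagen genes, 13 were higher in KOE past the cut-off and 1 was lower, with a median log2 fold change of 0.53, above each of 10000 random lists matched on signal. Col3a1, a main fibrillar collagen of skin, had a signal of 23146 in KO and 33915 in KOE, a 1.47-fold difference that lies under the cut-off. Col14a1, which binds to collagen fibrils, had 72.0 and 183. Col17a1, a collagen of the basal keratinocyte's anchoring structures, was 1.06-fold that in KO.

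GP6 is the platelet receptor for collagen. Of 37 measured members of its pathway that are not collagens, 3 were higher and 4 were lower, with a median of −0.02. After median scaling 1 was higher and 6 were lower, with a median of −0.18. Plcg2, a phospholipase below the receptor, was 1.71-fold higher in KOE and Prkcb, a protein kinase C, 1.63-fold higher, the latter under the cut-off after median scaling. Rap1a, Pik3r1 and Itgb1, among the strongest signals of the list, were 0.94-, 1.01- and 0.99-fold those in KO. In KO against WT, 15 of the 33 collagen genes were lower and 3 were higher. Skeletal muscle and adipocyte genes lay in the same directions as the collagens, with medians of −1.43 and −0.77 in KO vs. WT and of 1.95 and 0.21 in KOE vs. KO.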

Similar results were observed in Disease and Function analysis. 

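Matrix genes of the dermis were higher in the KOE pool than in the KO pool more often than lower. Of 47 measured genes of collagen processing and dermal matrix, 11 were higher in KOE past the cut-off and 2 were lower. The median log2 fold change was 0.25. After median scaling 9 were higher and 5 were lower, with a median of 0.09. Sparc, which binds collagen, had a signal of 18864 in KO and 33122 in KOE. Tnc, tenascin C, had 79.8 and 192 at its strongest probe set, though it was lower in KOE when all its probe sets were averaged, and Mmp3, a matrix metalloproteinase, had 2609 and 5785. Mfap4, a protein of elastic fibers, was 1.66-fold higher in KOE, though under the cut-off after median scaling. Genes of other tissues were also higher in KOE, 28 of 32 skeletal muscle genes and 10 of 21 adipocyte genes, with none lower.

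Genes of cell division did not lie in that direction. Of 40 cell cycle genes, none was higher and 3 were lower in KOE than in KO, and Mki67 was 0.96-fold that in KO. The median was −0.18, above 0.01% of random lists matched on signal. After median scaling 8 were lower, and 5 after quantile and after cyclic loess normalization. Of 12 basal keratinocyte genes, none was past the cut-off. Of 48 genes of differentiated keratinocytes, 3 were higher and 4 were lower. Krt10, a keratin of the suprabasal layers, was 1.08-fold and Lor, loricrin, 1.05-fold that in KO, and Alox12e, an epidermal lipoxygenase, was 3.94-fold higher. Of 31 genes of TGF-β, PDGF and CTGF signaling, 3 were higher and 2 were lower. After median scaling this turned to 2 higher and 4 lower. Fibroblast genes had a median log2 fold change of 0.12, and of −0.03 after median scaling.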

As shown in Figure 4c, pESM supplementation upregulated “Proliferation of connective tissue cells”, “Growth of epithelial tissue” and “Differentiation of connective tissue cells”. The list of major genes related to the “Growth of epithelial tissue” is shown in Table S3. It contains collagen synthesis-related genes, such as Collagen type I alpha (*Col1a*)*-1* and *-2*, and Collagen type XVIII alpha 1 (*Col18a1*). 

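Of the 34 genes of Table S3, 31 have a probe set named here. At the probe set with the highest signal, 16 of them were higher in KOE than in KO past the cut-off and none was lower. The study chose these genes on the same arrays, so the count is not independent evidence. The highest ratios were those of Adipoq, 4.36-fold, Ccl5, 3.58-fold, and Eya1, a transcriptional regulator of development, 3.12-fold. With the mean of all probe sets of a gene, Eya1 was 1.77-fold. By that mean Plxnb3, also among the 16, fell from 2.47- to 1.46-fold. Pgr and Wnt7a, among the 16 as well, rose from 1.76- to 3.29-fold and from 1.54- to 4.55-fold. Postn, periostin of the dermal matrix, had a signal of 4512 in KO and 9794 in KOE, and Has2, a hyaluronan synthase, had 103 and 205.

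For the other 15 genes the probe set with the highest signal was under 1.5-fold. Braf, a kinase of growth factor signaling, was 0.92-fold that in KO there and 2.02-fold at a weaker probe set. Kitl, the ligand of the receptor KIT, was 1.03- and 1.81-fold, and Sox4, a transcription factor, 1.12- and 1.91-fold. Akt1 was 1.30-fold and 2.12-fold at a weaker probe set with 76.3 in KO and 161 in KOE. Of the 15 genes, 14 have several probe sets on the array. Fabp4, a fatty acid carrier of adipocytes, was 1.99-fold higher.

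**Figure D2:**
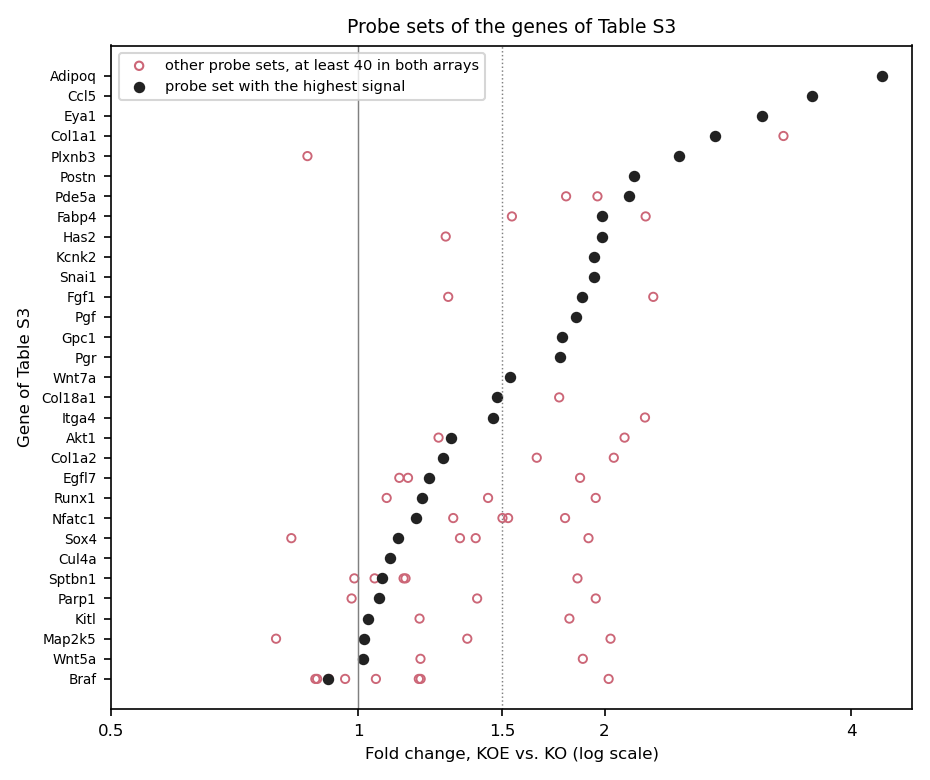
Fold change of KOE vs. KO, on a log scale, at each probe set of the 31 genes of Table S3 that are named here, from 1 array of pooled RNA per group. Filled points are the probe set with the highest signal of each gene, open points its other probe sets with at least 40 in both arrays, and the dotted line marks 1.5-fold. The filled points of 16 genes lie to the right of that line and those of 15 to the left.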

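The probe sets of Col1a1 and Col1a2 had lower signals in the KO pool than in WT, and all but the weakest one of Col1a2 had signals near WT in KOE. Col1a1, which encodes the α1 chain of type I collagen, had 16664 in WT, 5880 in KO and 16038 in KOE at its stronger probe set, which is 2.73-fold higher in KOE than in KO. Its other probe set had 11164, 3362 and 11119, a 3.31-fold difference. For Col1a2, which encodes the α2 chain, the probe set with the highest mean signal had 30904 in WT, 26024 in KO and 33069 in KOE, which is 1.27-fold and not past the cut-off. A second probe set, of nearly the same strength, had 32974, 15513 and 31846, a 2.05-fold difference, and the weakest one had 987, 339 and 560, which is 1.65-fold higher in KOE than in KO and 0.57-fold that in WT. Col18a1, a collagen of basement membranes, had 1115 in WT, 547 in KO and 810.2 in KOE at its stronger probe set, or 1.48-fold, and was 1.76-fold higher in KOE than in KO at the other.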

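Fgf1, a fibroblast growth factor, had higher signals in the KOE pool than in KO and WT. Its strongest probe set had 270.2 in WT, 214 in KO and 402 in KOE, which is 1.88-fold higher in KOE than in KO. A second probe set was 2.29-fold higher and the weakest 1.29-fold. Of 13 measured fibroblast growth factors and receptors, 3 were higher in KOE than in KO past the cut-off and 1 was lower, with a median log2 fold change of −0.14. Fgf10, a ligand made by dermal cells, had 50.8 in KO and 102 in KOE, while Fgf7, a growth factor for keratinocytes, had 1045 and 758. Fgfr2 had 3364 in both pools.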

Fibroblast growth factor 1 (*Fgf1*) was also upregulated by pESM supplementation, which relates to collagen synthesis and skin elasticity [17]. Of these, we measured *Col1a1* expression by real time RT-PCR analysis. As shown in Figure 4e, Col1a1 was increased by pESM supplementation, consistent with the results of microarray analysis, while it did not reach the statistical significance. pESM upregulated Wnt family members (*Wnt*)*-5a* and *-7a* (Table S3), which have been identified as the skin aging biomarker and suppressive inducer against cell senescence [18,19].

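Wnt7a was higher in the KOE pool than in KO, and Wnt5a was so at its weaker probe sets. The strongest probe set of Wnt7a had a signal of 80.5 in WT, 64.4 in KO and 98.9 in KOE, a 1.54-fold difference between KOE and KO that was 1.37-fold after median scaling, 1.35-fold after quantile normalization and 1.34-fold after cyclic loess normalization. The mean of the log2 signals of its 3 probe sets, of which 2 were under 40 in KO, gave 4.55-fold. For Wnt5a the strongest probe set had 1163 in WT, 514 in KO and 522 in KOE, so that KOE was 1.01-fold KO and 2.23-fold lower than WT. The probe set of Wnt5a with 51.2 in KO and 96.3 in KOE was 1.88-fold higher, and another with 172 and 204 was 1.19-fold higher.

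Of 54 measured Wnt ligands, receptors and targets, 9 were higher in KOE than in KO past the cut-off and 2 were lower, with a median log2 fold change of 0.28. After median scaling 6 were higher and 3 were lower, with a median of 0.15. Sfrp4, a secreted Wnt antagonist, was 2.01-fold higher. Ctnnb1, which encodes β-catenin, was 1.09-fold, Fzd1 1.24-fold and Lgr4 0.98-fold that in KO.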

We further examined the expression of skin homeostasis- and aging-related genes. The expression of telomerase reverse transcriptase (*Tert*), which induces proliferation of hair follicle bulge stem cells and hair growth [20], was significantly decreased in the KO group compared with the WT group. In the KOE group, the expression showed the intermediate value, whereas there was no significant difference compared to the KOE and KO groups (*p* > 0.10, Figure 4e). Transforming growth factor (TGF)-β signaling is considered to relate to healthy skin homeostasis, hair growth and collagen synthesis [20,21]. In our data, *Tgfb2* and *Tgfb3* were not altered in all the tested groups, while *Tgfb1* was significantly increased in the KO group, and its increment was tended to decline in the KOE group (*p* = 0.07). In addition to TGF-β1, platelet-derived growth factor (PDGF)-β is crucial in cell function in connective tissues and relates to fibrosis [22]. The expression of *Pdgfb* was significantly increased in the KO group, while the increase was tended to be suppressed in the KOE group (*p* = 0.08). TGF-β also induces connective tissue growth factor (CTGF) expression, which induces organ fibrosis, including skin [23]. Similar results were observed in *Ctgf* expression, which was significantly increased in the KO group, and its increment was declined in the KOE group (*p* = 0.07). Furthermore, based on cellular experiments, we investigated the expression of *Klk5* and *Klk7* in the microarray dataset, while the data showed that the expressions were not increased by pESM supplementation (*Klk5*, fold change (KOE vs. KO): 0.98; *Klk7*, fold change (KOE vs. KO): 0.89).

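Klk5 and Klk7, proteases that loosen the contacts between cells of the horny layer, had similar signals in the KO and KOE pools. Klk5 had 2843 in WT, 4567 in KO and 4374 in KOE, so that it was 0.96-fold in KOE against KO and 1.61-fold higher in KO than in WT, the latter under the cut-off after cyclic loess normalization. Klk7 had 11991 in WT, 13084 in KO and 11662 in KOE, or 0.89-fold in KOE against KO. Each has 1 probe set. Neither gene was past the cut-off between KOE and KO.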

## 4. Discussion

The present study indicated that eESM induces keratinocyte differentiation in NHEK-Neo cells and that pESM supplementation improves the decline in skin thickness in IL-10 KO. These findings suggest that ESMs may improve skin health and aging. Previous studies indicated that polyphenols, vitamins and collagen peptides have a beneficial role in skin health, while these effects are mainly observed via anti-oxidative stress and anti-inflammation effects [4]. In contrast, our study shows the direct beneficial effect of ESM on skin health.

Our microarray analysis indicated that calcium signaling might associate with the positive effects of eESM and pESM in cell and animal experiments, respectively. Especially, TRPVs were upregulated in both experiments. Previous studies indicated that calcium or calcium ions are crucial to induce keratinocyte differentiation [15,16]. Furthermore, it has been reported that calcium concentration gradient is established in the epidermis, and it is broken down with age in mice and humans [24,25]. Therefore, the upregulation of calcium signaling could be an important factor to explain the effect of eESM and pESM in our experiment. The calcium concentrations in three types of ESM-supplemented medium using AmpliteTM Fluorimetric Calcium Quantitation Kit Red Fluorescence (AAT Bioquest^®^), did not vary compared with the control group (Control: 0.10 mM, pESM: 0.08 mM, hESM: 0.13 mM, and eESM: 0.23 mM) and much lower than 1.2 mM that induces keratinocyte differentiation in murine and human cell lines [26,27]. Based on these lines of information, it is suggested that at least in NHEK-Neo cells, eESM induces keratinocyte differentiation, possibly via the upregulation of calcium signaling, which might be caused by the transcription of TRPVs rather than extracellular calcium concentrations.

Notably, eESM upregulated calcium signaling and induced keratinocyte differentiation, while this effect was not observed with the same concentration of hESM. The differences could be explained by amino acids or peptides of ESM. As shown in Table S1, total amino acid concentrations of hESM and eESM were similar, but the concentrations of asparagine, histidine, threonine, citrulline, arginine, tyrosine, phenylalanine and branched-chain amino acids were higher in eESM than in hESM. Even though a previous study has shown that several nutrients and compounds have beneficial roles in skin health [28], there is little information on the relationship among amino acids, calcium signaling and keratinocyte differentiation. Moreover, functional peptides derived from natural resources have beneficial roles in regulating metabolic disorders incurred by aging [29]. Since enzymatic hydrolysis is relatively mild rather than acid hydrolysis, eESM could contain the functional peptides. This study, for the first time, suggests that the amino acids or functional peptides in eESM might associate with the upregulation of calcium signaling and keratinocyte differentiation. Nevertheless, the related mechanisms need to be investigated further.

In the animal experiment, we could not conclude the central mechanism of pESM’s effect based on the DNA microarray data. However, our results imply the following possibilities. 

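Set against WT, collagen and calcium genes of the KOE pool differed in both directions. Of 33 collagen genes, 8 were higher and 4 were lower in KOE than in WT past the cut-off, with a median log2 fold change of −0.00 that was 0.11 after median scaling. Col3a1 was 1.00-fold and Col1a1 0.96-fold that in WT, and Col14a1 remained 2.58-fold lower. Of 87 calcium genes, 17 were higher and 10 were lower, with a median of 0.20. Cacna2d3, a subunit of calcium channels, had a signal of 365 in WT and 88.4 in KOE. Casq1 was 1.02-fold that in WT. Skeletal muscle genes were also higher in KOE than in WT, 12 of 32 with none lower, and Acta1, the actin of skeletal muscle, had 5093 in WT, 2497 in KO and 9799 in KOE.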

First, based on microarray data, genes related to calcium signaling and collagen synthesis might be partly involved in pESM’s effect in the back skin of IL-10 KO mice. Second, based on the *Tert* result, pESM might improve telomere shorting, a hallmark of aging [30]. Third, based on the results of growth factors such as *Tgfb1*, *Pdgfb* and *Ctgf*, pESM might affect fibrosis or inflammation-related genes. However, further investigations are required to clarify the mechanism of pESM’s action using other aging or frailty animal models.

Our previous study indicated that oral supplementation of pESM has several beneficial effects against intestinal inflammation and obesity [8,9]. Taken together, it can be inferred that ESM, a rich source of beneficial bioactive compounds, could improve several diseases and the aging process of the skin. Furthermore, since we indicated that ESMs did not show cell cytotoxicity in at least keratinocytes, it could be proposed that the direct application of eESM to the skin, such as skin cream, could show much impactive effect for skin health and skin aging. Since ESM is regarded as industrial waste and discarded after egg processing, it would be of significance if further in-depth studies could be carried out to explore the effective and functional usage of ESM in our life and health. Furthermore, our study could contribute for a novel cosmeceutical concept “drug repositioning” [31]. Accumulating nutritional study against skin health and disease are still important to prevent skin disorders.

## 5. Conclusions

This study indicates that ESM plays an important role in improving skin health and aging in NHEK-Neo cells and IL-10 KO mice. These findings could contribute to better understand the role of the beneficial compounds for improving skin health, increase HRQoL for elderly people and implement a sustainable food system.

## Figures and Tables

**Figure 1:**
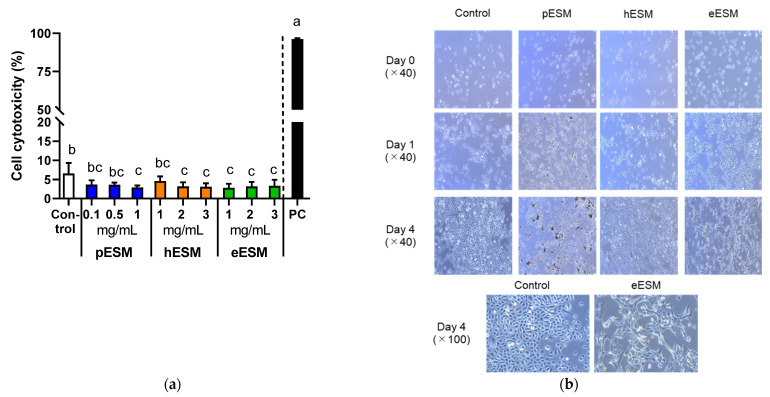
Effects of three types of ESMs on cell cytotoxicity and morphological characterization of NHEK-Neo cells. (**a**) Cell cytotoxicity based on LDH assay in response to different concentrations of pESM, hESM and eESM. 0.2% Tween-20 (*v/v*) was used as the positive control (PC). Data are means ± SD and expressed as % (*n* = 4). The calculation is shown in the Materials and Methods; (**b**) Morphological changes of NHEK-Neo cells in response to 0.1 mg/mL of pESM, and 1 mg/mL of hESM and eESM each. The different lowercase alphabets indicate significant differences between the tested-group (*p* < 0.05).

**Figure 2:**
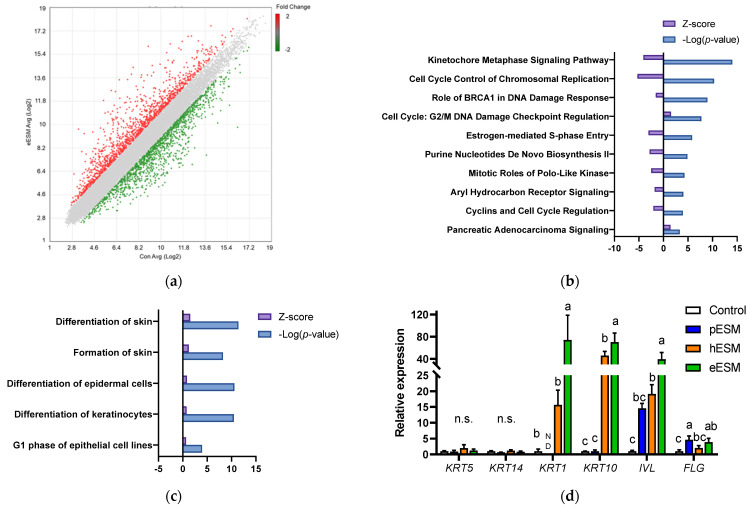

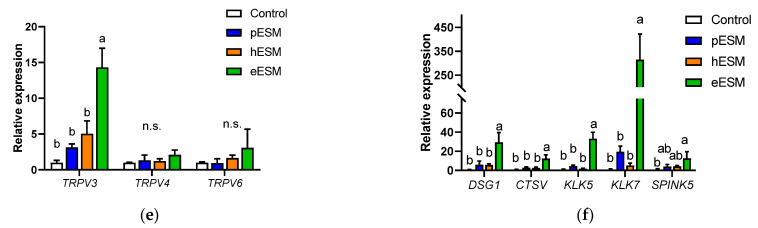
DNA microarray analysis of eESM­treated NHEK­Neo cells. (**a**) Scatter plot of microarray data. Each dot represents the fold changes in gene expression. The values on the X and Y axes are the signal values (Log2 scaled) of the control and eESM groups, respectively; (**b**,**c**) Canonical analysis (**b**) and disease and function analyses (**c**) using IPA software. In both analyses, the cut-off condition was |Activation Z-score| > 1, and data was sorted by −Log (*p*-value); (**d**–**f**) results of real-time RT-PCR on keratinocyte differentiation markers (**d**), genes related to keratinocyte differentiation and calcium signal (**e**) and calcium channel (**f**). Data are means ± SD (*n* = 3) and expressed as fold change values compared with the control group. ND means the expression of the genes was not detectable in our method. The different lowercase alphabets indicate significant differences between the tested-group (*p* < 0.05).; n.s.: not significant.

**Figure 3:**
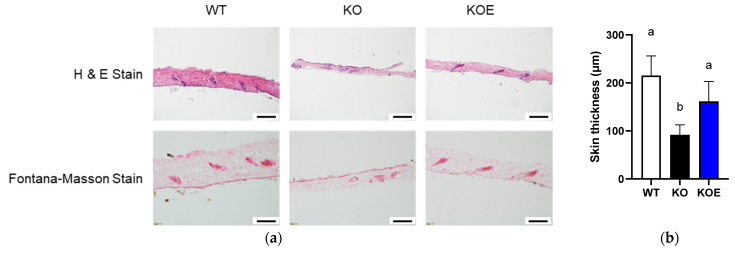
Effects of 8% pESM supplementation on skin morphology in IL-10 KO mice. (**a**) Results of H&E stain (upper side) and Fontana-Masson Stain (lower side); (**b**) Skin thickness based on H&E stain. Data are means ± SD, *n* = 5, 7 and 6 for WT, KO and KOE groups, respectively. The different lowercase alphabets indicate significant differences between the tested-group (*p* < 0.05). WT: Wild type, KO: IL-10 knockout mice, KOE: KO mice supplemented with 8% pESM.

**Figure 4:**
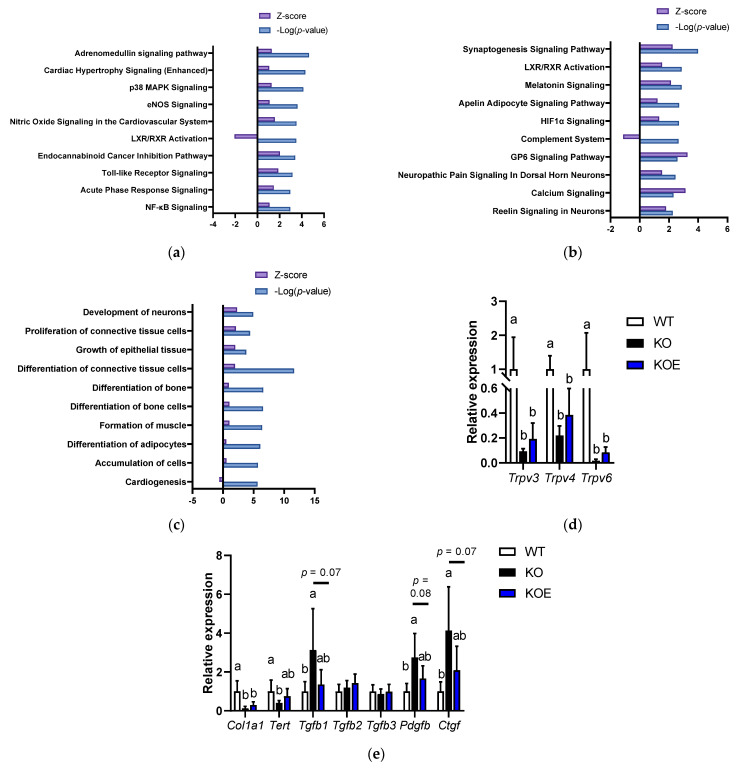
DNA microarray analysis on pESM supplemented IL­10 KO mice. (**a**,**b**) Canonical analysis comparison between the KO and WT groups (**a**) and between the KOE and KO groups (**b**) using IPA software. In both analyses, the cut-off condition was |Activation Z­score| > 1, and data was sorted by −Log (*p*-value); (**c**) Disease and function analysis comparison between the KOE and KO groups using IPA software. The cut-off condition was |Activation Z­score| > 1, and data was sorted by −Log (*p*-value); (**d**,**e**) Results of real-time RT-PCR on calcium channel (**d**) and skin aging-related genes (**e**). Data are means ± SD, *n* = 5, 7 and 6 for WT, KO and KOE groups, respectively, and expressed as fold change values compared with the WT group. WT: Wild type, KO: IL­10 knockout mice, KOE: KO mice supplemented with pESM. The different lowercase alphabets indicate significant differences between the tested-group (*p* < 0.05).

**Table 1:** Diet composition.

Component (%)	Control Diet	8% pESM Supplemented Diet
Casein	20.0	16.3
β-corn starch	39.7	35.4
α-corn starch	13.2	13.2
Soybean oil	7.0	7.0
Sucrose	10.3	10.3
Cellulose	5.0	5.0
Vitamin mixture *	1.0	1.0
Mineral mixture *	3.5	3.5
L-cystine	0.3	0.3
ESM powder	0.0	8.0

* AIN-93 prescription (Oriental Yeast Co., Ltd., Tokyo, Japan). ESM: Eggshell membrane.

**Table 2:** List of major genes related to “Formation of skin”.

Gene Symbol	Gene Name	Fold Change (eESM vs. Control)
*ALOX15B*	Arachidonate 15-lipoxygenase type b	2.01
*CDH1*	Cadherin 1	2.17
*CDSN*	Corneodesmosin	48.29
*CST6*	Cystatin e/m	5.15
*CTSV*	Cathepsin V	6.69
*CYLD*	Cyld lysine 63 deubiquitinase	2.65
*DLX3*	Distal-less homeobox 3	2.08
*DSG1*	Desmoglein 1	15.85
*FLG*	Filaggrin	2.77
*HBP1*	HMG-box transcription factor 1	8.34
*IVL*	Involucrin	24.62
*KLF4*	Kruppel-like factor 4	3.90
*KLK5*	Kallikrein-related peptidase 5	22.74
*KLK7*	Kallikrein-related peptidase 7	39.73
*KRT1*	Keratin 1	2.37
*KRT13*	Keratin 13	78.42
*NCOA3*	Nuclear receptor coactivator 3	3.28
*PPL*	Periplakin	18.86
*SPINK5*	Serine protease inhibitor kazal type-5	6.77
*TGM1*	Transglutaminase 1	5.14
*TMEM79*	Transmembrane protein 79	3.11

In this category, 88 genes are listed as the altered genes. Based on the literature information, we selected 21 genes that were related to skin aging, keratinocyte differentiation and calcium signaling.

**Table 3:** Major gene lists of “Calcium signal”.

Gene Symbol	Gene Name	Fold Change (eESM vs. Control)
*Cacna1a*	Calcium voltage-gated channel subunit alpha1 A	1.87
*Cacna1d*	Calcium voltage-gated channel subunit alpha1 D	1.59
*Cacna1g*	Calcium voltage-gated channel subunit alpha1 G	1.66
*Camk1d*	Calcium calmodulin-dependent protein kinase ID	1.75
*Camk2a*	Calcium calmodulin-dependent protein kinase II alpha	1.61
*Casq1*	calsequestrin 1	5.29
*Creb3l4*	cAMP responsive element binding protein 3-like 4	2.10
*Micu1*	Mitochondrial calcium uptake 1	1.57
*Prkacb*	protein kinase cAMP-activated catalytic subunit beta	1.53
*Prkar1b*	Protein kinase cAMP-dependent type I regulatory subunit beta	1.55
*Prkar2b*	Protein kinase cAMP-dependent type II regulatory subunit beta	1.59
*Trpc3*	Transient receptor potential cation channel subfamily C member 3	1.84
*Trpv6*	Transient receptor potential cation channel subfamily V member 6	1.70

In this category, 35 genes were listed up as the altered genes. Based on the literature information, we selected 13 genes that were related to the calcium signal.

## Data Availability

The microarray data have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 22 June 2021)) under accession number GSE178597.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13072144/s1, Table S1: Amino acids composition of three ESMs, Table S2: Primer sequences, Table S3: Major gene list of “Growth of epithelial tissue”.

# Supplementary material for: Effects of Eggshell Membrane on Keratinocyte Differentiation and Skin Aging In Vitro and In Vivo
**Source:** Nutrients. 2021 Jun 22;13(7):2144. doi: 10.3390/nu13072144
**Supplement:** Supplementary file 1

**Table S1.** Amino acids composition of three ESMs

| Amino acids       | pESM          | hESM          | eESM          |
|-------------------|---------------|---------------|---------------|
| Aspartate         | 0.027 ± 0.004 | 0.849 ± 0.038 | 0.176 ± 0.003 |
| Glutamate         | 0.027 ± 0.002 | 1.272 ± 0.057 | 0.588 ± 0.011 |
| Asparagine        | 0.003 ± 0.001 | 0.016 ± 0.001 | 0.088 ± 0.001 |
| Serine            | 0.009 ± 0.001 | 0.748 ± 0.033 | 0.107 ± 0.002 |
| Glutamine         | ND            | 0.042 ± 0.002 | 0.017 ± 0.000 |
| Histidine         | ND            | ND            | 0.605 ± 0.005 |
| Glycine           | 0.043 ± 0.034 | 3.614 ± 0.158 | 1.177 ± 0.022 |
| Threonine         | 0.013 ± 0.002 | 0.007 ± 0.001 | 0.207 ± 0.005 |
| Citrulline        | ND            | 0.075 ± 0.003 | 0.282 ± 0.004 |
| Arginine          | 0.009 ± 0.001 | 0.011 ± 0.000 | 0.519 ± 0.008 |
| b-Alanine         | 0.003 ± 0.000 | ND            | ND            |
| Alanine           | 0.010 ± 0.002 | 2.203 ± 0.092 | 1.012 ± 0.017 |
| Taurine           | ND            | 0.003 ± 0.000 | 0.010 ± 0.000 |
| Tyrosine          | 0.005 ± 0.000 | 0.155 ± 0.007 | 0.480 ± 0.007 |
| Valine            | 0.010 ± 0.001 | 0.214 ± 0.010 | 2.006 ± 0.035 |
| Methionine        | 0.003 ± 0.000 | 0.210 ± 0.008 | 0.871 ± 0.012 |
| Tryptophan        | 0.017 ± 0.001 | 0.276 ± 0.012 | 0.294 ± 0.005 |
| Phenylalanine     | 0.017 ± 0.001 | 0.144 ± 0.007 | 0.471 ± 0.007 |
| Isoleucine        | 0.005 ± 0.000 | 0.029 ± 0.013 | 0.684 ± 0.011 |
| Leucine           | 0.010 ± 0.001 | 0.290 ± 0.013 | 1.390 ± 0.023 |
| Ornithine         | ND            | 0.778 ± 0.035 | 0.634 ± 0.049 |
| Lysine            | ND            | 0.257 ± 0.011 | 0.312 ± 0.006 |
| Proline           | ND            | 1.185 ± 0.046 | 0.141 ± 0.006 |
| Total Amino acids | 0.210         | 12.421        | 12.178        |

100 mg of three types of ESMs were dissolved in 1 ml of water and 300 µl of aliquot was mixed with 300 µl of 1.5 M HClO<sub>4</sub> and 150 µl of 2 M K<sub>2</sub>CO<sub>3</sub>. After centrifugation at 13,500 rpm for 10 min, 300 µl of the supernatant was mixed with the same volume of hexane and vortex well. After centrifugation with the above condition, the water layer was utilized for amino acid analysis with ultra-high performance liquid chromatography (Nexera X2 series, Shimadzu, Kyoto, Japan). Data are means ± SE, n = 3 and expressed as mg/100mg. ND means that the amino acid was not detectable in our method.

**Table S2.** Primer sequences

| Gene             |                  | Primer sequence (5'-3')  |
|------------------|------------------|--------------------------|
| <i>For human</i> |                  |                          |
| CTSV             | <i>Sense</i>     | ACCGCGGACGTCTGTAATCT     |
|                  | <i>Antisense</i> | TTCAAAACCAGCAGCCGTCG     |
| DSG1             | <i>Sense</i>     | ACAGAGAGCAATACGGCCAG     |
|                  | <i>Antisense</i> | ATGTTGCACTCACATTCCGC     |
| FLG              | <i>Sense</i>     | TCGGCAAATCCTGAAGAATCCA   |
|                  | <i>Antisense</i> | TGTGGTCTATATCCAAGTGATCCA |
| IVL              | <i>Sense</i>     | GAGTCTGGTTGACAGTAGCTT    |
|                  | <i>Antisense</i> | GGAGGAACAGTCTTGAGGAGC    |
| KLK5             | <i>Sense</i>     | CGAGGATGCTTACCCGAGAC     |
|                  | <i>Antisense</i> | CCTGGCAGGAGTCTCTACCT     |
| KLK7             | <i>Sense</i>     | CCCCTGCAGATCCTACTGCTA    |
|                  | <i>Antisense</i> | ACATGGGGCGCCATCAATAAT    |
| KRT1             | <i>Sense</i>     | TGGACCTTCAGGCCAAACTT     |
|                  | <i>Antisense</i> | TGCATCTGAGACAACTCTGCTT   |
| KRT5             | <i>Sense</i>     | GAGATCGCCACTTACCGCAA     |
|                  | <i>Antisense</i> | TGCTTGTGACAACAGAGATGT    |
| KRT10            | <i>Sense</i>     | TCCCAACTGGCCTTGAAACA     |
|                  | <i>Antisense</i> | TGAGAGCTGCACACAGTAGC     |
| KRT14            | <i>Sense</i>     | CAGTCATCCAGAGATGTGACCT   |
|                  | <i>Antisense</i> | TTGCCATCGTGCACATCCAT     |
| SPINK5           | <i>Sense</i>     | AATGCAAAGGATGAGTGCAGTG   |
|                  | <i>Antisense</i> | TCTCTCTAGGGCAGATGAGTTC   |
| TRPV3            | <i>Sense</i>     | AACCTCACCAGCCATGAAAGC    |
|                  | <i>Antisense</i> | TGTGCACTCTTCTTTGTGGGG    |
| TRPV4            | <i>Sense</i>     | GATCTTTCAGCACATCATCC     |
|                  | <i>Antisense</i> | GGTCATAAAGCGAGGAATAC     |
| TRPV6            | <i>Sense</i>     | GCTCTATGAGGGTCAGACTGC    |
|                  | <i>Antisense</i> | ATGAGGTTGCAGGGACTACG     |
| <i>For mice</i>  |                  |                          |
| Col1a1           | <i>Sense</i>     | ACCTACAGCACCTTGTGGA      |
|                  | <i>Antisense</i> | GGTGGAGGGAGTTTACACGA     |
| Ctgf             | <i>Sense</i>     | CAAACAAATGCTGTGCAGGT     |
|                  | <i>Antisense</i> | AGCAAGCACTTCCTGGTAGG     |

|              |                  |                          |
|--------------|------------------|--------------------------|
| <i>Tert</i>  | <i>Sense</i>     | CAGCCATACATGGGCCAGTTC    |
|              | <i>Antisense</i> | ACAGGCTGCTGCTGCTCTCA     |
| <i>Tgfb1</i> | <i>Sense</i>     | GGCACCGGAGAGCCCTGGATA    |
|              | <i>Antisense</i> | AATGTACAGCTGCCGCACACAGC  |
| <i>Tgfb2</i> | <i>Sense</i>     | CCTTTTCTGCGTCAGTGTGA     |
|              | <i>Antisense</i> | GCTTTTGAACGGCAAAGAGA     |
| <i>Tgfb3</i> | <i>Sense</i>     | GCACTGCCTGGAATTAAGGA     |
|              | <i>Antisense</i> | AAGAAGGAAGGCAGGAGGAG     |
| <i>Trpv3</i> | <i>Sense</i>     | CACGAGAGGCTTCCAGTCTATG   |
|              | <i>Antisense</i> | CGCTACTCCAAATCCAAGTAAGAA |
| <i>Trpv4</i> | <i>Sense</i>     | GTCCAAGGAGAGCAAGCACA     |
|              | <i>Antisense</i> | TCAGGAACACAGGGAAGGAAC    |
| <i>Trpv6</i> | <i>Sense</i>     | CATCATCGCCACACTGCTC      |
|              | <i>Antisense</i> | GGTAGCTTCCGCTCTAACATCAC  |
| <i>Pdgfb</i> | <i>Sense</i>     | TGGATCATCATGAGCGATGT     |
|              | <i>Antisense</i> | CCATGGCACTAACAAAGCAA     |
| <i>Gapdh</i> | <i>Sense</i>     | GGTGAAGGTCGGTGTGAACG     |
|              | <i>Antisense</i> | CTCGCTCCTGGAAGATGGTG     |

**Table S3.** Major gene list of “Growth of epithelial tissue”

| Gene symbol    | Gene name                                              | Fold change (KOE vs KO) |
|----------------|--------------------------------------------------------|-------------------------|
| <i>Adipoq</i>  | Adiponectin                                            | 4.36                    |
| <i>Adora2b</i> | Adenosine A2b Receptor                                 | 2.10                    |
| <i>Akt1</i>    | AKT Serine/Threonine Kinase 1                          | 2.12                    |
| <i>Braf</i>    | B-raf proto-oncogene, serine/threonine kinase          | 2.02                    |
| <i>Ccl5</i>    | C-C motif chemokine ligand 5                           | 3.59                    |
| <i>Col1a1</i>  | Collagen type I alpha 1 chain                          | 3.31                    |
| <i>Col1a2</i>  | Collagen type I alpha 2 chain                          | 2.05                    |
| <i>Col18a1</i> | Collagen type XVIII alpha 1 chain                      | 1.76                    |
| <i>Cul4A</i>   | Cullin 4A                                              | 1.82                    |
| <i>Edf1</i>    | Endothelial differentiation related factor 1           | 2.08                    |
| <i>Egfl7</i>   | EGF like domain multiple 7                             | 1.87                    |
| <i>Eya1</i>    | EYA transcriptional coactivator and phosphatase 1      | 3.12                    |
| <i>Fabp4</i>   | Fatty acid binding protein 4                           | 2.25                    |
| <i>Fgf1</i>    | Fibroblast growth factor 1                             | 2.29                    |
| <i>Gpc1</i>    | Glypican 1                                             | 1.78                    |
| <i>Has2</i>    | Hyaluronan synthase 2                                  | 1.98                    |
| <i>Itga4</i>   | Integrin subunit alpha 4                               | 2.24                    |
| <i>Kcnk2</i>   | Potassium two pore domain channel subfamily k member 2 | 1.94                    |
| <i>Kitlg</i>   | KIT ligand                                             | 1.81                    |
| <i>Map2k5</i>  | Mitogen-activated protein kinase kinase 5              | 2.03                    |
| <i>Map2k7</i>  | Mitogen-activated protein kinase kinase 7              | 2.19                    |
| <i>Nfatc1</i>  | Nuclear factor of activated T cells 1                  | 1.79                    |
| <i>Parp1</i>   | Poly(ADP-ribose) polymerase 1                          | 1.95                    |
| <i>Pde5a</i>   | Phosphodiesterase 5A                                   | 2.14                    |
| <i>Pgf</i>     | Placental growth factor                                | 1.85                    |
| <i>Pgr</i>     | Progesterone receptor                                  | 1.77                    |
| <i>Plxnb3</i>  | Plexin B3                                              | 2.47                    |
| <i>Postn</i>   | Periostin                                              | 2.17                    |
| <i>Runx1</i>   | RUNX family transcription factor 1                     | 1.95                    |
| <i>Snai1</i>   | Snail family transcriptional repressor 1               | 1.94                    |
| <i>Sox4</i>    | SRY-box transcription factor 4                         | 1.91                    |

|               |                                   |      |
|---------------|-----------------------------------|------|
| <i>Sptbn1</i> | Spectrin beta, non-erythrocytic 1 | 1.85 |
| <i>Wnt5a</i>  | Wnt family member 5a              | 1.88 |
| <i>Wnt7a</i>  | Wnt family member 7a              | 1.54 |

In this category, 50 genes were listed up as the expression variation gene. Of these, we showed 34 genes which were expected to upregulate the category.

How the deposited data were processed for this re-analysis (not part of the article)

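The data are 3 Affymetrix mouse expression arrays, each with pooled back-skin RNA of 1 group, namely WT mice, KO mice and KO mice fed 8% pESM (KOE). The groups held 5, 7 and 6 mice, fed for 28 weeks from an age of 4 weeks, and 250 ng of RNA was used. The methods state that the dermal white adipose tissue was removed from the skin. The values are signal intensities on a linear scale, which the authors made with the Affymetrix Microarray Analysis Suite in R before they were deposited. The 2% trimmed mean over the probe sets was checked to be 500 on each array. No raw images and no detection calls were analysed here.

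Control probe sets were left out, which leaves 45037 of 45101. Ratios were formed from the deposited signals for KO vs. WT, KOE vs. KO and KOE vs. WT, with no further scaling. A probe set was past the cut-off with a ratio of at least 1.5 in either direction and a signal of at least 40 in at least 1 of the 2 arrays. With 1 array per group no test across mice was possible, and no p-value is given. Probe sets were named from the platform annotation, matched by gene identifier where possible for 34741 probe sets, which gives 18193 genes. A gene was read from the probe set with the highest mean signal among those with 1 gene name, and 15010 genes reached 40 in at least 1 array.

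Fixed lists of genes, 42 in all, cover cell types, signaling, matrix, growth factors and metabolism, and 3 of them were drawn from genes that the study chose on these arrays. Other lists share some of these genes, such as the calcium list with Table 3. For each list the members past the cut-off were counted, and its median log2 fold change was ranked among medians of 10000 random lists of the same size. Each random member was drawn from the 200 genes nearest in mean signal. Named genes are those the paper names for the mouse experiment, whose tabulated values had been seen, Il10, the 4 strongest members and the 2 with the largest differences of each list, and the 10 genes with the highest and lowest ratios of each comparison. These last genes were taken at the probe set with the largest difference among those with at least 40 in both arrays. These choices, the lists and most alternatives were set before the data were examined.

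Alternatives changed the array that must reach 40, the signal limit, the scaling between arrays (common median, common trimmed mean, quantile and cyclic loess with a span of 0.7 and 3 iterations), an offset of 40, the fold limit, the probe sets counted and the way several probe sets of a gene were joined. The procedure was tested on simulated data, in which 98 of 100 genes made higher and 100 of 100 made lower were recovered for KO vs. WT, with 79 false calls among 15010 genes. For KOE vs. KO the numbers were 98 and 98 of 100, with 78 false calls. These counts hold for the simulated noise and are not error rates of the reported calls. On the arrays, probe sets of 1 gene differed with an SD of 0.35 for KO vs. WT, and of 0.47 at mean signals of 40 to 200. Of 200 random lists, 6 and 12 lay outside the central 95%. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1, were used.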

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

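The tests on hair genes and on the muscle members of the calcium list, and the limits that chose the gene groups below, were set after the results had been seen. The other tests below were set before, but that the scaling decides the last one was recognized only afterwards.

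Genes outside those the paper discusses stood far from 0 in several groups. Hair shaft and inner root sheath genes had median log2 fold changes of −7.31 in KO vs. WT and −7.03 in KOE vs. WT, melanocyte genes −2.79 and −2.53, and skeletal muscle genes −1.43 in KO vs. WT and 1.95 in KOE vs. KO. The Il10 probe set had a signal of 679.9 in KO, above that in WT, and what it reads of the altered allele was not tested.

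The hair genes were low in both KO and KOE, in skin from which, as the methods state, the dermal white adipose tissue had been removed. Less deep skin in the KO pool as the whole cause is argued against by the muscle median of −1.43. It lies above the hair median of −7.31 by more than the sum of both interquartile ranges, 5.37. Part of that gap can come from the starting signal, since the median signal in WT was 605 for muscle and 6711 for hair genes. Muscle genes could thus not fall as far, yet their median signal in KO was 265, against 48.2 for hair genes. Muscle and adipocyte genes (−0.77) were lower too, so less deep skin as a part of the cause, or uneven removal of that fat, stays open. In the KOE pool less deep skin is argued against by a muscle median of 0.40 in KOE vs. WT. Loss of whole follicles stays open. Bulge and outer root sheath genes had a median of −0.12 in KO vs. WT, or 0.15 after median scaling, far from the hair median. Yet 6 of the 21 were lower and 4 were higher, and the median lay above only 0.45% of random lists. How much of their signal comes from outside follicles was not tested. Growing follicles in the WT pool and resting ones in the others may account for the low hair genes, as cell cycle genes had a median of −0.75 in KO vs. WT. Whether genotype or the timing of the hair cycle in these mice gave that difference stays open.

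Calcium genes were higher in KOE than in KO together with muscle genes. Whether a larger amount of muscle RNA on the KOE array is the whole cause was examined with members that are not muscle genes. Their median of 0.16 lay above the central 95% of random lists. It was −0.00 after median scaling, which shifts all genes alike and so cannot change the rank. After quantile and cyclic loess normalization the medians were 0.13 and 0.12, above 99.92% and 99.84% of random lists. The calcium list also holds genes that the study chose on these arrays, such as Trpv6 of Table 3. The ranks can partly reflect that choice and so do not decide the question. For the muscle members of the calcium list, with a median of 0.98, more muscle RNA and higher calcium genes cannot be told apart. Their median lies below the quartiles of the rest of the muscle list, 1.25 and 2.34, and yet far above 0, so it meets neither bound set for it. An effect of the pESM diet stays open and untested, since diet and array coincide.

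More probe sets were higher than lower in KOE vs. KO, 73.6% of those called under a mean signal of 100 and 66.5% between 100 and 500. At 500 or more the share was 52.5%, and it was 51.1% in KO vs. WT and 49.6% in KOE vs. WT. Strong signals carry the trimmed mean to which each array is scaled, so a share near 50.0% there is largely set by the scaling. Whether low signals read lower on the KO array cannot be told apart from a difference between the pools.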

How the results depend on the processing

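Apart from 2 settings, the one with a ratio of at most 0.5 and the largest fold among probe sets, the alternatives were chosen before the results were seen. The signal limit does not enter a single gene's ratio. No paired analysis was possible because each group has 1 array. Leaving out cross-hybridizing probe sets, scaling to a common trimmed mean or asking for 40 in any of the 3 arrays kept every count within 1.5 times. Of the list medians, 781 comparisons with an alternative moved little, 71 moved and 9 reversed, and of those for named genes 783, 61 and 6. The single array per group and signals near 40 limit the precision, and where nothing else is said the cause was not tested.

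Counts below are given in the order higher and lower in KO vs. WT, higher and lower in KOE vs. KO, higher and lower in KOE vs. WT, lower in KO and higher in KOE, and higher in KO and lower in KOE, leaving out those within 1.5 times. With 40 in both arrays they were 2229, 4091, 2065, 985, 2350 (higher in KOE vs. WT), 1044 and 366. With 40 in all 3 arrays they were 2201, 3948, 1939, 915, 2229, 2953, 1044 and 366. With 40 in the control array the higher counts were 2229, 2065 and 2350, and the last 2 were 1044 and 394. Without a signal limit, which counts more probe sets by construction, they were 7399, 10836, 9591, 5091, 9009, 7946, 5583 and 2415. A fold of at least 2, which counts fewer, gave 1406, 3387, 2249, 803, 1931, 2287, 876 and 301. Genes in place of probe sets gave 1582, 2105, 1585, 778, 1831, 1543, 730.0 and 383. The added setting with a ratio of at most 0.5 gave 2232, 1567, 2067, 195, 2358, 1109, 535 and 90.0.

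Median scaling gave 7081 and 4024 in KO vs. WT, 3272 lower in KOE vs. KO, and 1281 and 1800.0 for the last 2. Quantile normalization gave 3119 and 3115 in KOE vs. KO, and 1277 and 1565. Cyclic loess gave 2797 higher in KOE vs. KO, and 1288 and 1450.0. An offset of 40 gave 1270.0 and 513 for the last 2.

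After median scaling, which shifts all log2 fold changes by 0.27, −0.16 and 0.11 in the 3 comparisons, medians that turned, among lists not chosen by the study and outside the central 95% of random lists, were 0.0203 for Wnt genes, 0.15 for bulge and outer root sheath and 0.0445 for fibroblast genes in KO vs. WT, −0.0543 for LXR and RXR targets and −0.0348 for fibroblast genes in KOE vs. KO, and 0.00922 for dermal matrix, 0.0896 for oxidative phosphorylation and 0.0500 for fibroblast genes in KOE vs. WT. Of the other lists, the medians of calcium genes, B cells and the genes of the paper's text turned in KO vs. WT, those of TGF-β, HIF1A, hair, T cell, B cell, endothelium and nerve genes in KOE vs. KO, and those of Table 3, complement, collagen and adipocyte genes in KOE vs. WT. That shift is the scaling's own. It also moved the shares higher in KO vs. WT to 51.0% for Toll-like receptor and NF-κB genes and 31.6% for p38 genes, and the share of the former lower in KOE vs. KO to 22.4%. An offset of 40 moved the calcium genes higher in KOE vs. KO to 19.5% and the Toll-like receptor and NF-κB genes lower in KO vs. WT to 0%.

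With the mean of the log2 signals of all probe sets, the oxidative phosphorylation median was 0.00196 in KOE vs. WT, 10.8% of p38 genes were higher and 0% of collagens lower in KOE vs. KO. The log2 fold change of Tlr4 turned to −0.23 in KO vs. WT and 0.76 in KOE vs. KO, and in KOE vs. KO that of Tnc turned to −0.16, of Cacna1a to −0.27 (a fold of 0.83) and of Cacna1d to −1.69 (0.31). Without cross-hybridizing probe sets that of Cacna1d was −4.04.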

Differences from the paper's values

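The paper counts 2232 probe sets higher and 1567 lower in KO than in WT, and 2067 higher and 195 lower in KOE than in KO. The values here are 3413, 6529, 4710 and 1932. For the higher probe sets of KO vs. WT, the alternatives set before the data were examined that come within 1.5 times the paper's count are 40 in both arrays (2229), in all 3 arrays (2201) or in the control array (2229), an offset of 40 (2710), leaving out cross-hybridizing probe sets (3067) and genes in place of probe sets (1582). For the lower ones only genes in place of probe sets do (2105). For the higher probe sets of KOE vs. KO, 40 in both arrays (2065), in all 3 (1939) or in the control array (2065), cyclic loess (2797), a fold of at least 2 (2249) and genes (1585) do, and for the lower ones none does. The other alternatives do not. A setting with 40 in both arrays, a ratio of at least 1.5 or at most 0.5 and the control probe sets kept, chosen after seeing the values, gives 2232, 1567, 2067 and 195. It differs from the paper's stated cut-off, which is 1.5 in both directions. The paper lists no probe sets, so which of them this setting keeps could not be compared.

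For 14 genes of Table S3 the paper's fold change of KOE vs. KO is over 1.5 times that of the probe set with the highest signal. The paper gives 2.12 for Akt1, 2.02 for Braf, 2.05 for Col1a2, 1.82 for Cul4a, 1.87 for Egfl7, 2.24 for Itga4 and 1.81 for Kitl, and the values here are 1.30, 0.92, 1.27, 1.09, 1.22, 1.46 and 1.03. The paper gives 2.03 for Map2k5, 1.79 for Nfatc1, 1.95 for Parp1, 1.95 for Runx1, 1.91 for Sox4, 1.85 for Sptbn1 and 1.88 for Wnt5a, and the values here are 1.02, 1.18, 1.06, 1.20, 1.12, 1.07 and 1.01. The mean of all probe sets, set before the data were examined, comes within 1.5 times for Col1a2, Egfl7, Itga4, Kitl, Nfatc1, Runx1 and Wnt5a, and not for the others, while median scaling, quantile and cyclic loess normalization do so for none of the 14. The largest fold among probe sets with at least 40 in both arrays, chosen after seeing the values, lies within 0.011 of the paper's value for 30 of the 31 named genes, all but Cul4a.

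The column heading of Table 3 names eESM against control, while its values lie within 0.011 of a mouse KOE vs. KO ratio for all 11 genes named here.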

Other observations

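Genes of blood vessels and of mast cells and neutrophils past the cut-off were more often higher than lower in the KO pool compared with WT. Of 23 endothelium and pericyte genes, 12 were higher and none was lower in KO, and 14 were higher and none lower in KOE than in WT. These 2 comparisons share the WT array, whose noise alone gave a correlation of 0.50 across probe sets in simulated arrays, against 0.78 observed. Both correlations cover 27228 probe sets and not the vessel genes alone, so they do not test whether these differ beyond that noise. Lyve1, of lymphatic vessels, had a signal of 378 in WT, 1327 in KO and 711 in KOE. Neutrophil and mast cell genes had a median log2 fold change of 0.62 in KO vs. WT and of −0.95 in KOE vs. KO, or 0.47 and −0.53 with signals under 40 set to 40. Cpa3, a mast cell protease, had 744, 1404 and 729, and S100a9, a neutrophil protein, had 187, 550.2 and 282, while its partner S100a8 had 982 in WT, 815 in KO and 293 in KOE. Macrophage genes differed little in KO vs. WT as deposited, with a median of 0.03 that turned under cyclic loess. After median scaling it was 0.30, with 10 of 31 genes higher and none lower. In KOE vs. KO the median of macrophage genes was −0.32. Cd163 and Mrc1, receptors of macrophages, had 677 and 1189 in KOE against 1493 and 2612 in KO.

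Among immediate early genes, Fosb had 135 in WT, 666 in KO and 179 in KOE. Of 29 interferon-induced genes, 8 were higher and 1 was lower in KOE than in WT past the cut-off, with a median log2 fold change of 0.43. Of 12 basal keratinocyte genes, 5 were higher in KO than in WT past the cut-off and none was lower, with a median of 0.35. In the same comparison nerve genes had a median of 0.39 and fibroblast growth factors of 0.57. Medians of KO vs. WT were 0.16 for complement, 0.17 for HIF1A signaling, 0.18 for senescence and telomere genes, 0.06 for genes beside Il10, 0.16 for sebaceous gland, 0.17 for T and natural killer cells and 0.35 for 5 erythrocyte genes. They were 0.10 for LXR and RXR targets and 0.11 for ribosomal proteins, both turning under cyclic loess, 0.05 for oxidative phosphorylation and 0.06 for housekeeping genes, both turning under quantile and cyclic loess normalization, and −0.18 for B cells, turning under all of these and median scaling. Of 4 TRPV channels, 3 were lower in KO than in WT.

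Genes measured by other assays in the study were read from the arrays as well. Tgfb1 had 126 in WT, 141 in KO and 157 in KOE, Tgfb2 had 634, 362 and 622, and Tgfb3 had 322, 299.6 and 434. Pdgfb had 349, 476 and 469, or 109, 134 and 198 at its weaker probe set. Ccn2, named Ctgf in the paper, had 2227, 3556 and 4175, and Trpv4 had 248, 139.8 and 203. By RT-PCR the paper reports Tgfb1, Pdgfb and Ctgf as raised in KO and tending to decline in KOE. The arrays also had them above WT in KO, but Tgfb1 and Ccn2 were not lower in KOE, at 1.12- and 1.17-fold KO. Tgfb2, unaltered by RT-PCR in the paper, was 0.57-fold WT in KO. Tert reached 40 only in KOE, with 44.4.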
